A study of Mus musculus with 9 samples.

How the data were processed

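Polyadenylated RNA of 9 samples of mouse pancreatic tumor cells was compared: 3 WT, 3 Usp22-KOA and 3 Usp22-KOB samples of clone 6419c5. The authors deposited 1 table of gene values in TPM, which divides estimated reads by transcript length and scales each library to 1000000. Per the submitters' processing notes, Salmon, DESeq2 and the mouse build mm10 were used. Their roles, versions and the transcript annotation are not given in the sources used here. The table held 24493 genes and 9 columns, each matched to 1 sample by its label, and no column was left over. The 9 libraries summed to 1000000 TPM each, between 6520 and 7234 genes per library were listed at 0, and the 10 highest features took between 10.9% and 15.0% of a library. The highest feature was the microRNA gene Mir6236 in each library, at 4.60% to 6.85%. TPM keeps no read depth, so no counting interval can be given, and a value of 0 sets no upper limit on a gene's level.

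From the deposited TPM, log2(TPM + 1) was computed, with a pseudocount of 1. Genes with a mean of at least 1 TPM over the 9 samples were tested, which left 13843 genes and set aside 10650. All 9 samples entered 1 limma fit (lmFit, contrasts.fit and eBayes with an intensity trend) with a mean for each of the 3 groups, because each group has only 3 samples and the groups then share 1 estimate of the spread. The comparisons were the mean of both knockouts against WT, each knockout against WT, and Usp22-KOA against Usp22-KOB. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Usp22 was also tested with an exact two-sided permutation test. The fold change of a low gene is understated by the pseudocount, and a fold is not given where a group was listed at 0 in each of its libraries.

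46 gene lists with 1020 members were fixed in advance from general knowledge, and 1000 of the members were in the table. Lists with at least 3 tested members were tested with camera at its preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry. That left 45 lists. The list of mitochondrially encoded genes was not tested, since 0 of its 13 members were in the table. Some genes, such as those of collagen I, stand in more than 1 list. Named genes were chosen by a rule set in advance: Usp22, the 10 highest and 10 lowest fold changes of called genes for both knockouts against WT and 5 of each for the other comparisons. Such genes had all values of the groups apart and a mean of at least 5 TPM in the higher group, and predicted models were passed over. The rule added up to 4 members of each list with the smallest adjusted p for both knockouts, or up to 3 in another comparison. Some genes that the rule selects are not reported here. Members named beyond this rule to show how a list is made up, such as Pdia3, and the genes of the last part were chosen after their values were seen.

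Calls shared by both knockouts were set against 100 simulated pairs of unchanged groups, each compared with 3 simulated WT samples that the pair shared, drawn about the observed WT means, and against the overlap of independent lists. The fit was tested on simulated data for both knockouts against WT over 13843 genes, of which 200 were changed. It recovered 92 of 100 genes changed by 1 on the log2 scale and 62 of 100 changed by 0.5, and 6 of 160 calls were of unchanged genes. Coordinates are from the GENCODE M21 annotation of GRCm38, the assembly also called mm10, matched by gene symbol, and 13649 of the tested genes had a match.

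Alternatives were pseudocounts of 0.1 and 5, no filter and a mean of at least 5 TPM, quantile normalization, median-of-ratios scaling, rescaling without mitochondrial, haemoglobin and immunoglobulin genes or without Mir6236, limma without a trend or with array weights, the replicate number as a block, only the groups compared, the 6 knockout samples as 1 group, marker levels of leukocytes or of T and NK cells as a covariate, and samples left out. Tools were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Count models were not used here because the values are not counts, and protein levels, DNA copy number and the sequence at the Usp22 locus were not analysed here.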

Results

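The data were gene expression values of mouse pancreatic tumor cells from 1 clone, 6419c5, on a C57BL/6 background. The cells came from tumors grown after implantation under the skin. Polyadenylated RNA was sequenced from 9 samples in 3 groups of 3: wild type (WT) and a pair of knockouts of the gene Usp22, labelled Usp22-KOA and Usp22-KOB. The sources used here do not say what A and B stand for or how tumor cells were separated from other cells of the tumor. Values were in TPM, transcript abundance scaled to 1000000 per library, for 24493 genes. A mean of at least 1 TPM was reached by 13843 genes, which were tested. TPM keeps no read depth, so the depth is unknown and precision rested on the spread between the 3 samples of a group. Between 13037 and 13940 genes reached 1 TPM in a library. Because the labels do not say that samples came from separate mice, p-values measure only the spread between these samples, which may be technical. Fold changes are differences of log2(TPM + 1), given as log2 difference ± SE, and this scale understates the change of low genes. Levels are mean ± SD with n = 3 per group, and adjusted p-values are from limma with Benjamini-Hochberg adjustment unless camera, a gene set test, is named.

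Usp22, the ubiquitin protease of the SAGA coactivator complex and the gene targeted in both knockouts, was read first in every sample (chromosome 11, 61151785 to 61175055 in GRCm38, protein coding). It stood at 55.1, 54.5 and 56.4 TPM in the WT samples, at 9.77, 8.46 and 10.1 TPM in Usp22-KOA and at 11.8, 14.9 and 14.1 TPM in Usp22-KOB. The group means were 55.3 ± 0.977, 9.44 ± 0.867 and 13.6 ± 1.62 TPM (SD, n = 3 each), so Usp22-KOA held 17.1% and Usp22-KOB 24.5% of the WT level. The log2 difference of both knockouts from WT was -2.20 ± 0.08 (limma, Benjamini-Hochberg adjusted p = 2.5e-07), and an exact two-sided permutation test gave p = 0.0119, the smallest that the 84 splits allow. Usp22 was also lower in Usp22-KOA than in Usp22-KOB, by -0.48 ± 0.10 (limma, adjusted p = 0.00289). An mRNA level does not measure the protein, and the altered part of the gene is not given in the sources used here.

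**Figure D1:**
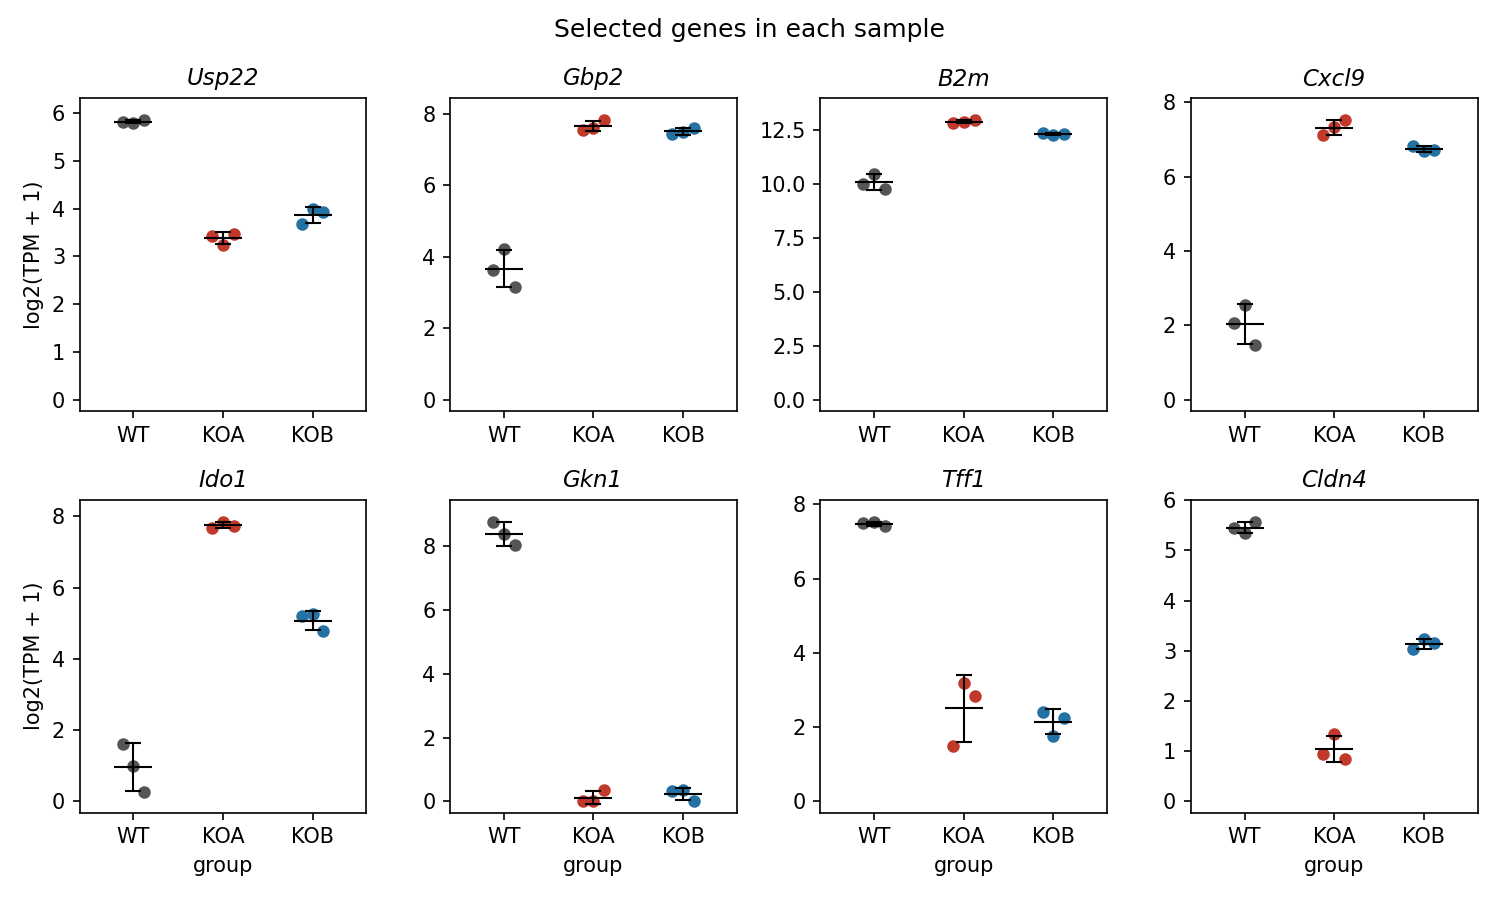
Each point is 1 sample's log2(TPM + 1) for 8 named genes in WT, Usp22-KOA and Usp22-KOB, with the group mean and SD (n = 3). Usp22, Gkn1, Tff1 and Cldn4 lie lower in all 6 knockout samples than in the 3 WT samples, and Gbp2, B2m, Cxcl9 and Ido1 lie higher.

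The comparison of both knockouts with WT addressed how expression differs from WT in the Usp22 knockout samples. It cannot part an effect of Usp22 from other differences between the groups, and RNA of other cell types may contribute. By limma 7158 genes differed between the knockouts themselves, against 6920 between both and WT. The differences given are those of the mean of both knockouts, which 1 knockout alone can set. Chil4 and Chil3, which encode chitinase-like proteins, rose by 7.26 ± 1.24 and 4.28 ± 0.67, with Chil4 spread from 18.1 to 2004 TPM within Usp22-KOA. Cxcl9, a chemokine that attracts T cells carrying the receptor CXCR3, rose from 3.30 ± 1.56 TPM in WT to 159.8 ± 22.1 TPM in Usp22-KOA and 107 ± 5.74 TPM in Usp22-KOB (chromosome 5, 92321347 to 92328079). Its log2 difference was 5.0 ± 0.20. Ido1, an enzyme that degrades tryptophan, rose by 5.46 ± 0.25, and Iigp1 and Tgtp2, interferon-inducible GTPases, by 4.83 ± 0.30 and 4.62 ± 0.35. The mast cell proteases Tpsb2 (tryptase), Cma1 (chymase) and Cpa3 (carboxypeptidase) rose by 5.52 ± 0.30, 5.05 ± 0.28 and 4.58 ± 0.35, and the membrane protein gene Ly6c1 by 4.24 ± 0.11. Limma's Benjamini-Hochberg adjusted p for these 10 genes ran from 3.4e-08 (Ly6c1) to 0.00124 (Chil4).

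The largest falls included the gastrokine genes Gkn1, Gkn2 and Gkn3, known from gastric mucosa, which stood at 338 ± 86.4, 299.8 ± 108 and 345 ± 77.2 TPM in WT. In Usp22-KOA, Gkn1 ranged from 0 to 0.284 TPM, Gkn2 from 0 to 0.169 TPM, and Gkn3 was listed at 0 in each library. In Usp22-KOB the values were 0 to 0.290, 0.364 to 0.492 and 1.97 to 2.64 TPM. Reg1 and Reg3b, secreted lectins of the regenerating family, changed by -7.37 ± 0.27 and -5.54 ± 0.21, from 544 ± 145 and 608 ± 100.1 TPM in WT. Tff1, a trefoil factor of mucosal surfaces, changed by -5.15 ± 0.33 and Pigr, the polymeric immunoglobulin receptor, by -4.54 ± 0.22. The log2 differences were -5.29 ± 0.18 for Gc (vitamin D-binding protein), -5.21 ± 0.17 for Cfi (complement factor I) and -4.58 ± 0.13 for Kcnk1 (a potassium channel). Limma's Benjamini-Hochberg adjusted p for these 10 genes was at most 4.0e-06 (Tff1). Chil3, Chil4, Tgtp2, Ly6c1, the gastrokines and the Reg genes have close relatives whose reads can be divided between them, so their single values are less certain.

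Interferon-stimulated genes rose together in both knockouts against WT. Of the 42 measured, 40 rose and 2 did not pass (40 higher adjusted over the list alone), with camera adjusted p = 3.5e-16 and adjusted p = 0.498 with an estimated correlation. The interferon-inducible Igtp, Gbp2 and Bst2 rose by 2.90 ± 0.14, 3.91 ± 0.19 and 1.15 ± 0.06. For presentation on MHC class I, 18 of 20 genes rose (18 higher adjusted over the list alone), with camera adjusted p = 4.1e-11 and adjusted p = 0.462 with an estimated correlation. B2m, the invariant light chain of class I, rose from 1114 ± 288 TPM to 7692 ± 269 and 5145 ± 117 TPM (log2 2.53 ± 0.13). H2-T23 and H2-T22 rose by 2.22 ± 0.07 and 2.05 ± 0.09, and the immunoproteasome subunit Psmb10 by 1.22 ± 0.06. Reads of H2 genes can be shared between relatives. On MHC class II, 7 of 8 genes rose (7 higher adjusted over the list alone), with camera adjusted p = 0.00274 and adjusted p = 0.599 with an estimated correlation. H2-DMb1 rose by 2.48 ± 0.30, Cd74 by 1.85 ± 0.33 and the class II transactivator Ciita by 1.66 ± 0.24. Of the 20 immune ligands and checkpoints, 10 rose and 2 fell (12 higher and 2 lower adjusted over the list alone), with camera adjusted p = 0.0299 and adjusted p = 0.599 with an estimated correlation. Among genes with a mean of at least 5 TPM the list did not pass (camera adjusted p = 0.0938). Cd47, a signal that restrains phagocytes, rose by 0.63 ± 0.06. Vtcn1, an inhibitory ligand of T cells, and Nectin2, an adhesion molecule bound by receptors of T and NK cells, changed by -3.07 ± 0.13 and -1.32 ± 0.08. The T and NK cell chemokines as a list did not pass (6 of 13 rose, 2 fell, 7 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.186 and adjusted p = 0.599 with an estimated correlation). Of its members Cxcl10 rose by 3.32 ± 0.12. The median of the immune ligands was 0.51 in Usp22-KOA, where the list did not pass, and 0.60 in Usp22-KOB, where it passed (camera adjusted p = 0.244 and 0.00274), while the difference between the knockouts did not pass (0.401). With an estimated correlation 0 lists passed in Usp22-KOB (lowest camera adjusted p = 0.366).

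Markers of white blood cells moved with these immune groups. In the mean of both knockouts against WT, 13 of 16 T cell markers rose (15 higher adjusted over the list alone), with camera adjusted p = 7.8e-04 and adjusted p = 0.599 with an estimated correlation. Of 8 NK and cytotoxic markers 8 rose (8 higher adjusted over the list alone), with camera adjusted p = 0.00208 and adjusted p = 0.599 with an estimated correlation. Their levels were low: Cd3g, a chain of the T cell receptor complex, stood at 1.21 ± 0.534 TPM in WT, 7.91 ± 2.78 in Usp22-KOA and 6.22 ± 2.57 in Usp22-KOB. The cytotoxic granule genes Gzmb and Nkg7 rose by 2.67 ± 0.42 and 2.59 ± 0.38. Of 20 macrophage and monocyte markers, 10 rose (10 higher adjusted over the list alone), with camera adjusted p = 0.00376 and adjusted p = 0.689 with an estimated correlation. Of 15 pan-leukocyte markers 7 rose (12 higher adjusted over the list alone), with camera adjusted p = 0.00549 and adjusted p = 0.689 with an estimated correlation. Cd53, a tetraspanin of white blood cells, rose by 1.41 ± 0.19, the integrin chain Itgb2 by 1.20 ± 0.32 and the lysosomal protease Ctss by 1.38 ± 0.30. Itgb2 and Ctss stood at 34.7 ± 7.42 and 228 ± 54.8 TPM in WT, 46.0 ± 21.4 and 376 ± 157 in Usp22-KOA, and 156 ± 43.3 and 1011 ± 286 in Usp22-KOB. Endothelial markers were lower in 9 of 15 cases in the mean of both knockouts (11 lower adjusted over the list alone), with camera adjusted p = 0.00197 and adjusted p = 0.599 with an estimated correlation. Their median log2 difference was -1.33 in Usp22-KOA and 0.011 in Usp22-KOB, where the list did not pass (camera adjusted p = 0.875). Esam, an endothelial adhesion molecule, changed by -1.74 ± 0.18. Without WT 3 the call of Itgb2 ended (log2 1.11, limma adjusted p = 0.0501).

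**Figure D2:**
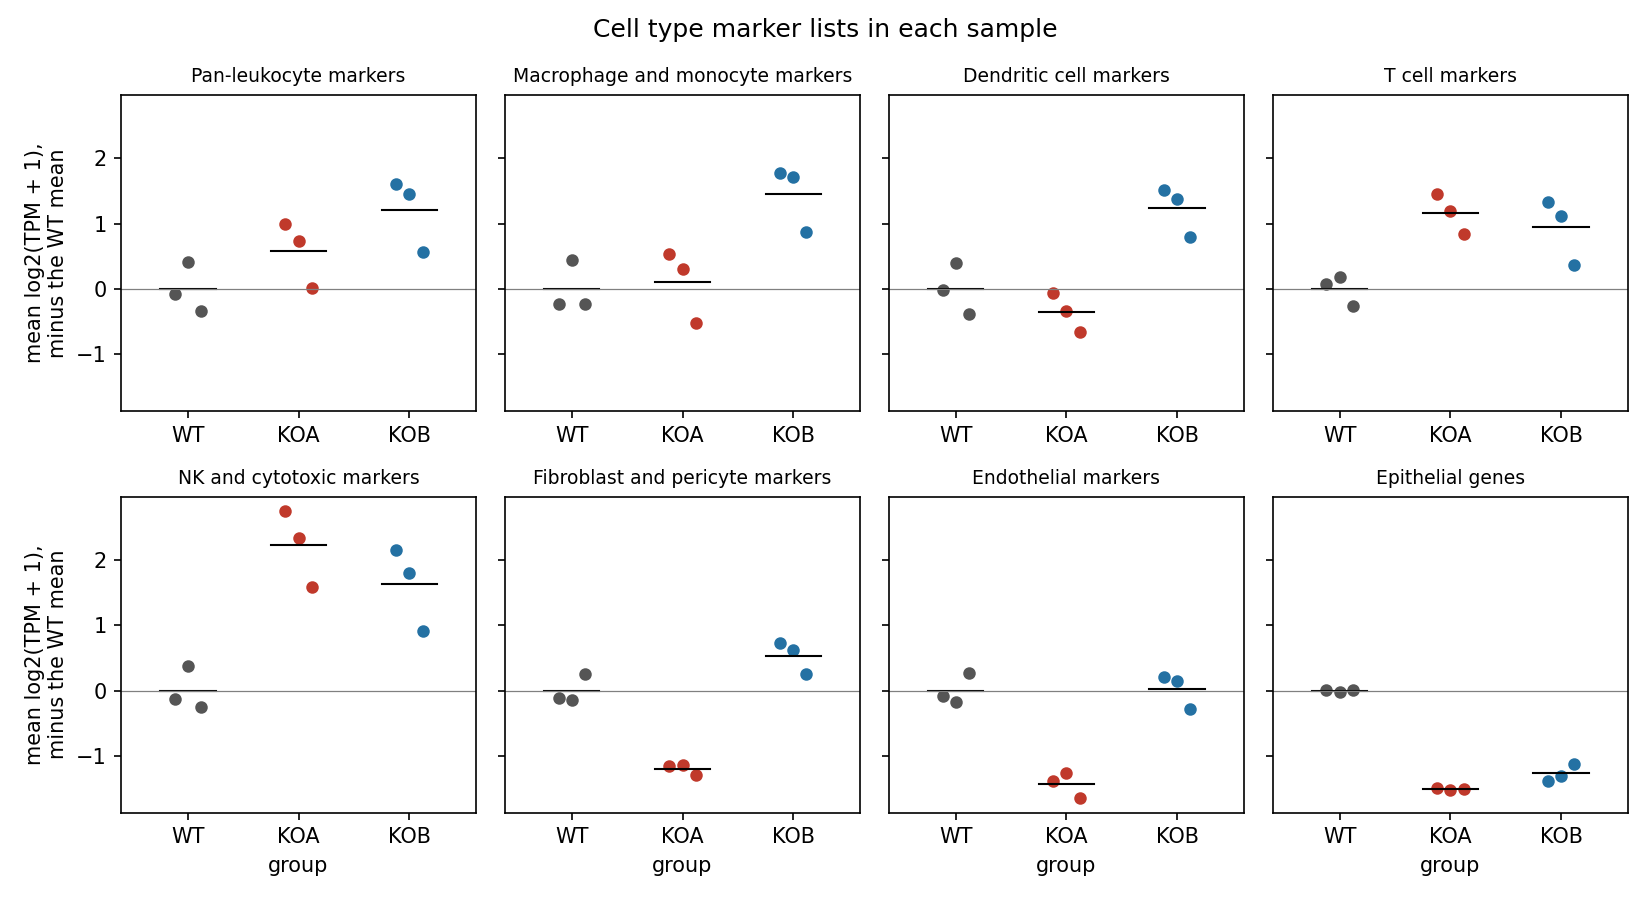
Each point is the mean log2(TPM + 1) of 1 marker list in 1 sample minus the mean of the 3 WT samples, for 8 lists, and the lines are group means (n = 3). T cell and NK markers lie above WT in both knockouts, macrophage and dendritic cell markers lie highest in Usp22-KOB, and fibroblast and endothelial markers lie lowest in Usp22-KOA.

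Genes of epithelial and ductal identity were lower in both knockouts than in WT. Of 26 epithelial genes, 21 fell and 1 rose (2 higher and 21 lower adjusted over the list alone), with camera adjusted p = 2.5e-09 and adjusted p = 0.389 with an estimated correlation. The tight junction genes Cldn4, Cldn7 and Ocln changed by -3.36 ± 0.12, -2.66 ± 0.11 and -2.97 ± 0.13, and the keratin Krt7 by -1.55 ± 0.07. Of 30 genes of pancreatic ductal and classical identity, 23 fell and 1 rose (1 higher and 24 lower adjusted over the list alone), with camera adjusted p = 4.4e-11 and adjusted p = 0.389 with an estimated correlation. Gkn1, Gkn2 and Tff1 were among them, as was the aspartic protease Ctse, with 588 ± 14.5 TPM in WT, 2.83 ± 0.894 in Usp22-KOA and 208 ± 34.5 in Usp22-KOB. With the T and NK marker level as a covariate the epithelial median went from -1.32 to -0.86, with 17 of 22 calls kept. The ductal median went from -1.84 to -1.57, with 20 of 24 kept. In Usp22-KOB alone 15 of 20 epithelial and 15 of 25 ductal calls were kept. In the Wnt response list 9 of 10 genes fell and 1 rose (1 higher and 9 lower adjusted over the list alone), with camera adjusted p = 2.0e-04 and adjusted p = 0.389 with an estimated correlation. The Wnt ligands Wnt4, Wnt10a and Wnt5a changed by -2.03 ± 0.11, -1.63 ± 0.11 and -1.82 ± 0.16, and Rnf43, which removes Wnt receptors from the cell surface and so restrains the pathway, by -1.64 ± 0.10. Of 16 YAP-TEAD targets, 11 fell and 3 rose (3 higher and 11 lower adjusted over the list alone), with camera adjusted p = 0.00518 and adjusted p = 0.599 with an estimated correlation. Cyr61 changed by -2.35 ± 0.06 and Ankrd1 by -1.13 ± 0.08. Of 24 hypoxia response genes, 14 fell (14 lower adjusted over the list alone), with camera adjusted p = 0.00197 and adjusted p = 0.462 with an estimated correlation. Vegfa, an endothelial growth factor, changed by -1.15 ± 0.08, Adm by -2.82 ± 0.19 and the carbonic anhydrase Car9 by -1.37 ± 0.12. The YAP-TEAD and hypoxia lists passed in Usp22-KOA, with medians of -0.58 and -0.46 (camera adjusted p = 5.3e-04 and 4.4e-04), but not in Usp22-KOB, with -0.24 and -0.11 (0.149 and 0.149), and they differed between the knockouts (4.1e-04 and 0.00105). With an estimated correlation 0 lists passed in Usp22-KOA (lowest camera adjusted p = 0.497). Neither difference between the knockouts passed by that form (0.583 each).

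Lists of matrix, ribosome, respiration and SAGA genes were also tested in the mean of both knockouts against WT. Of 31 extracellular matrix and collagen genes, 19 fell and 6 rose (6 higher and 20 lower adjusted over the list alone), with camera adjusted p = 0.0152 and adjusted p = 0.599 with an estimated correlation. Postn, a matrix protein, changed by -2.05 ± 0.19 and the basement membrane gene Nid1 by 1.07 ± 0.07. The matrix median was -1.02 in Usp22-KOA (camera adjusted p = 2.2e-04) and 0.27 in Usp22-KOB (0.0510), and Postn stood at 77.4 ± 22.3 TPM in WT, 2.76 ± 0.919 in Usp22-KOA and 91.5 ± 10.5 in Usp22-KOB. Without WT 3 the list's camera adjusted p was 0.0512. Of 35 MYC targets, 14 fell and 1 rose (1 higher and 14 lower adjusted over the list alone), with camera adjusted p = 0.00385 and adjusted p = 0.689 with an estimated correlation. The nucleolar genes Npm1 and Ncl changed by -0.55 ± 0.05 and -0.56 ± 0.05. Of 45 cytosolic ribosomal protein genes, 26 fell and 3 rose (4 higher and 26 lower adjusted over the list alone), with camera adjusted p = 6.6e-04 and adjusted p = 0.599 with an estimated correlation. Rpl27a changed by -0.65 ± 0.04 and Rps4x by 0.53 ± 0.04. The MYC and ribosomal protein lists passed in Usp22-KOA, with medians of -0.19 and -0.18 (camera adjusted p = 6.1e-04 and 6.0e-05), but not in Usp22-KOB, with -0.078 and -0.014 (0.258 and 0.316), and they differed between the knockouts (0.00105 and 5.5e-05). With an estimated correlation 0 lists passed in Usp22-KOA (lowest camera adjusted p = 0.497). Neither difference between the knockouts passed by that form (0.671 and 0.583). Of 40 nuclear genes of oxidative phosphorylation, 20 fell and 4 rose (4 higher and 21 lower adjusted over the list alone), with camera adjusted p = 0.00197 and adjusted p = 0.599 with an estimated correlation. Uqcrc2 changed by -0.54 ± 0.05 and Ndufa8 by 0.49 ± 0.04. This list passed in Usp22-KOB (median -0.16, camera adjusted p = 9.6e-05) but not in Usp22-KOA (-0.052, 0.0985), and the difference between the knockouts did not pass (0.479). With an estimated correlation 0 lists passed in Usp22-KOB (lowest camera adjusted p = 0.366). In the SAGA deubiquitinase module, 4 of 8 genes fell and 3 rose (3 higher and 5 lower adjusted over the list alone), and the list did not pass (camera adjusted p = 0.305 and adjusted p = 0.690 with an estimated correlation). Its subunits Atxn7l2, Eny2 and Atxn7l3 changed by -0.78 ± 0.10, -0.49 ± 0.07 and 0.31 ± 0.06. The SAGA core list did not pass either (3 of 17 higher and 2 lower, 3 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.714 and adjusted p = 0.901 with an estimated correlation). Its acetyltransferase Kat2b rose by 0.63 ± 0.08.

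By limma at a Benjamini-Hochberg adjusted p under 0.05, 6920 of 13843 genes differed between both knockouts and WT, 3587 higher and 3333 lower. By at least 2-fold, 495 were higher and 772 lower. With the 6 knockout samples as 1 group, so that differences between Usp22-KOA and Usp22-KOB count as spread, 2946 genes passed, and the calls of Car9, Cd47, Ctse, Ctss, Itgb2, Kat2b, Krt7, Ncl, Ndufa8, Postn, Rps4x, Wnt5a and the matrix and basal lists ended. With the level of T and NK markers as a covariate, 3425 genes passed, and Chil3, Chil4, Cd74, H2-DMb1, Ciita, Cd53, Cd3g, Gzmb, Nkg7, Eny2, Fosb, Krt10 and the lists of MHC class II, immune ligands, MYC targets, YAP-TEAD targets, NK and skin markers were not called. With it Krt10 still differed by -0.73 (limma adjusted p = 0.0799) and Eny2 by -0.34 (0.128), whereas Fosb went to 0.23, Cd3g to 0.35 and Gzmb to 0.69. Ctss, Itgb2 and the lists of immediate early genes and of macrophage, pan-leukocyte and T cell markers turned in direction. The pan-leukocyte marker level as a covariate ended the calls of Itgb2 and of the immune ligand, immediate early and T cell lists, and turned the macrophage and pan-leukocyte lists.

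In Usp22-KOA against WT, the mast cell proteases Tpsb2, Cma1 and Cpa3 rose from 1.72 ± 0.926, 1.53 ± 0.804 and 1.12 ± 1.18 TPM to 559.5 ± 205, 497 ± 161 and 248 ± 88.4 TPM. Their log2 differences were 7.67 ± 0.35, 7.61 ± 0.32 and 6.96 ± 0.40, and Chil4 and Ido1 rose by 7.22 ± 1.43 and 6.80 ± 0.29. Gkn3 was listed at 0 in each Usp22-KOA library, and Ctse changed by -7.29 ± 0.16 and Reg1 by -7.77 ± 0.31. Limma's Benjamini-Hochberg adjusted p for these genes was at most 0.00222 (Chil4). Of 42 interferon-stimulated genes, 38 rose (39 higher adjusted over the list alone), with camera adjusted p = 1.6e-12 and adjusted p = 0.518 with an estimated correlation. In MHC class I presentation 20 of 20 genes rose (20 higher adjusted over the list alone), with camera adjusted p = 1.7e-10 and adjusted p = 0.497 with an estimated correlation. Beside them 13 of 16 T cell markers rose (14 higher adjusted over the list alone), with camera adjusted p = 0.00274 and adjusted p = 0.656 with an estimated correlation. So did 8 of 8 NK markers (8 higher adjusted over the list alone), with camera adjusted p = 0.00488 and adjusted p = 0.596 with an estimated correlation. Macrophage and pan-leukocyte markers did not pass as lists (1 of 20 and 3 of 15 higher, 1 higher and 1 lower adjusted over the list alone and 2 higher adjusted over the list alone). Their lists had camera adjusted p = 0.603 and 0.178, and adjusted p = 0.893 and 0.829 with an estimated correlation.

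Mesenchymal, stromal and sterol genes were lower in Usp22-KOA than in WT. Of 31 mesenchymal genes, 18 fell and 6 rose (6 higher and 18 lower adjusted over the list alone), with camera adjusted p = 0.00488 and adjusted p = 0.518 with an estimated correlation. The tropomyosin Tpm2 changed by -3.26 ± 0.10 and the cadherin Cdh2 by -2.48 ± 0.11. Of 31 matrix and collagen genes, 21 fell and 6 rose (6 higher and 22 lower adjusted over the list alone), with camera adjusted p = 2.2e-04 and adjusted p = 0.518 with an estimated correlation. Postn fell from 77.4 ± 22.3 to 2.76 ± 0.919 TPM, and Col1a2 and Col1a1, the chains of collagen I, changed by -4.32 ± 0.27 and -3.69 ± 0.25, whereas Nid1 rose by 1.54 ± 0.08. Of 17 fibroblast and pericyte markers, 11 fell and 1 rose (1 higher and 11 lower adjusted over the list alone), with camera adjusted p = 0.00210 and adjusted p = 0.518 with an estimated correlation. The smooth muscle actin Acta2 changed by -2.52 ± 0.13. Endothelial markers fell in 14 of 15 cases (14 lower adjusted over the list alone), with camera adjusted p = 6.3e-05 and adjusted p = 0.518 with an estimated correlation. Plvap changed by -2.37 ± 0.23 and Esam by -2.51 ± 0.21. Of 24 genes of cholesterol synthesis, 17 fell and 3 rose (3 higher and 17 lower adjusted over the list alone), with camera adjusted p = 4.7e-04 and adjusted p = 0.518 with an estimated correlation. Insig1, which retains the sterol sensor in the endoplasmic reticulum, and Cyp51, a sterol demethylase, changed by -1.66 ± 0.09 and -1.42 ± 0.10.

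The epithelial, ductal and Wnt lists were also lower in Usp22-KOA, with 20 of 26, 21 of 30 and 9 of 10 genes falling, and 3 epithelial and 3 ductal genes rising (3 higher and 20 lower adjusted over the list alone, 3 higher and 21 lower adjusted over the list alone and 9 lower adjusted over the list alone). Camera adjusted p was 1.6e-06, 2.6e-06 and 6.3e-05, and adjusted p = 0.497 for each of the 3 with an estimated correlation. Limma called 7793 of 13843 genes at a Benjamini-Hochberg adjusted p under 0.05, 4069 higher and 3724 lower than in WT. Of these 809 and 1184 differed by at least 2-fold. With the T and NK marker level as a covariate the calls of Chil4 and the NK list ended and the T cell list turned in direction. Among genes with a mean of at least 5 TPM the NK list did not pass (camera adjusted p = 0.0945).

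In Usp22-KOB against WT, Chil4 and Chil3 rose by 7.31 ± 1.43 and 5.91 ± 0.77, to 369 ± 63.6 and 196 ± 32.7 TPM. Cxcl9 rose by 4.71 ± 0.23, Iigp1 by 4.43 ± 0.34 and H2-M2, a class I gene of the M region, by 4.17 ± 0.25, from 1.86 ± 0.795 to 50.2 ± 12.9 TPM. Gkn3 changed by -6.68 ± 0.16, Reg1 by -6.97 ± 0.31 and Reg3b by -6.77 ± 0.24, and limma's Benjamini-Hochberg adjusted p for these 8 genes was at most 0.00427 (Chil4). Of 42 interferon-stimulated genes, 39 rose (39 higher adjusted over the list alone), with camera adjusted p = 3.5e-18 and adjusted p = 0.366 with an estimated correlation. On MHC class I 18 of 20 genes rose and 2 fell (18 higher and 2 lower adjusted over the list alone), with camera adjusted p = 3.2e-11 and adjusted p = 0.366 with an estimated correlation. The falls were of the chaperone Calr (-0.28 ± 0.04) and the disulfide isomerase Pdia3 (-0.14 ± 0.04), which act on many proteins of the endoplasmic reticulum. The call of Pdia3 ended without WT 1, WT 2, WT 3, Usp22-KOB 1 or Usp22-KOB 2 (limma adjusted p up to 0.0767) and without an intensity trend (0.0749). On MHC class II 7 of 8 rose (7 higher adjusted over the list alone), with camera adjusted p = 3.0e-04 and adjusted p = 0.573 with an estimated correlation. White blood cell markers rose with them. Of 20 macrophage markers 19 rose (19 higher adjusted over the list alone), with camera adjusted p = 7.5e-07 and adjusted p = 0.619 with an estimated correlation. Of 15 pan-leukocyte markers 10 rose (13 higher adjusted over the list alone), with camera adjusted p = 1.9e-04 and adjusted p = 0.619 with an estimated correlation. NK markers rose in 8 of 8 cases (8 higher adjusted over the list alone), with camera adjusted p = 0.00202 and adjusted p = 0.619 with an estimated correlation. Mpeg1 and the mannose receptor Mrc1, both of macrophages, rose by 1.48 ± 0.24 and 1.61 ± 0.29, Ctss by 2.12 ± 0.34, and Cd53 and Itgb2 by 1.45 ± 0.22 and 2.11 ± 0.36. T cell markers rose in 10 of 16 cases (12 higher adjusted over the list alone), with camera adjusted p = 4.0e-04 and adjusted p = 0.619 with an estimated correlation. Dendritic cell markers rose in 5 of 8 cases (5 higher adjusted over the list alone), with camera adjusted p = 0.00899 and adjusted p = 0.573 with an estimated correlation. The integrin Itgax and the lectin Clec10a rose by 2.13 ± 0.33 and 2.44 ± 0.54. T and NK cell chemokines rose in 7 of 13 cases and fell in 2 (7 higher and 2 lower adjusted over the list alone), with camera adjusted p = 0.0361 and adjusted p = 0.366 with an estimated correlation. That list did not pass without Usp22-KOB 1 or Usp22-KOB 2 (camera adjusted p = 0.0529 and 0.0521), among genes with a mean of at least 5 TPM (0.0809) or with only WT and Usp22-KOB in the fit (0.0524).

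Epithelial and ductal genes were lower in Usp22-KOB than in WT. Of 26 epithelial genes 20 fell (20 lower adjusted over the list alone), with camera adjusted p = 4.1e-11 and adjusted p = 0.366 with an estimated correlation. Of 30 ductal and classical genes 25 fell (26 lower adjusted over the list alone), with camera adjusted p = 2.2e-15 and adjusted p = 0.366 with an estimated correlation. Of 10 acinar genes 6 fell (6 lower adjusted over the list alone), with camera adjusted p = 7.4e-04 and adjusted p = 0.366 with an estimated correlation. Reg1 and Reg3b, whose lectins pancreatic and gut epithelium secretes, were among them. Genes of oxidative phosphorylation fell in 18 of 40 cases and rose in 1 (2 higher and 20 lower adjusted over the list alone), with camera adjusted p = 9.6e-05 and adjusted p = 0.370 with an estimated correlation. Genes of cholesterol synthesis rose in 12 of 24 cases (12 higher and 1 lower adjusted over the list alone), with camera adjusted p = 0.00274 and adjusted p = 0.619 with an estimated correlation. The synthesis enzyme Hmgcs1 rose by 0.53 ± 0.09 and the regulator Insig1 by 0.42 ± 0.09. Of 31 mesenchymal genes 14 rose and 5 fell (15 higher and 5 lower adjusted over the list alone), with camera adjusted p = 0.0245 and adjusted p = 0.619 with an estimated correlation. The calcium-binding S100a4 rose by 2.85 ± 0.11, the receptor kinase Axl by 0.87 ± 0.06 and the filament protein Vim by 0.70 ± 0.06. Beside them, 6 of 17 fibroblast and pericyte markers were higher and 3 lower (8 higher and 3 lower adjusted over the list alone), with a median of 0.62, and as a list they did not pass (camera adjusted p = 0.0677 and adjusted p = 0.659 with an estimated correlation). Camera's adjusted p for the mesenchymal list was 0.0512 without WT 1 and 0.0790 without WT 2. Prom1, a progenitor marker of the epithelial list, fell from 401 ± 10.4 to 64.9 ± 11.4 TPM, while it stood at 404 ± 24.2 TPM in Usp22-KOA. Limma called 5129 of 13843 genes, 2585 higher and 2544 lower, and 629 and 565 of these by at least 2-fold. The number was 2168 with the pan-leukocyte marker level as a covariate and 1847 with that of T and NK markers. Either covariate ended the calls of Chil4, Clec10a, Insig1, Pdia3 and the dendritic, NK, mesenchymal, immediate early, immune ligand and T and NK chemokine lists, and ended or turned those of the T cell and pan-leukocyte lists. With pan-leukocyte and with T and NK markers in turn, Chil4 differed by 5.03 and 5.11 and Clec10a by 0.72 and 0.68. The log2 differences of Insig1 (0.45 and 0.49, limma adjusted p = 0.0775 and 0.0839) and Pdia3 (-0.16 and -0.15, 0.153 and 0.217) did not shrink. That of T and NK markers also ended the calls of Ctss, Itgb2, Mpeg1, Mrc1 and the MHC class II and macrophage lists.

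The direct comparison of Usp22-KOA with Usp22-KOB asked where the knockouts differ. Ppef1, a protein phosphatase, stood at 117 ± 8.95 TPM in Usp22-KOA and 0.984 ± 0.723 TPM in Usp22-KOB (log2 5.96 ± 0.24). The mucin Muc13 and the calcium-binding S100g were higher in Usp22-KOA by 5.78 ± 0.18 and 5.76 ± 0.16, as were Cma1 (5.13 ± 0.32) and Sprr2a2 (5.18 ± 0.09), whose small proline-rich family has near-identical members. Lower in Usp22-KOA were Tm4sf5, a tetraspanin-like protein (-5.80 ± 0.20), Ctse (-5.78 ± 0.16), Col1a2 (-4.96 ± 0.27), Gabrp, a GABA receptor subunit (-4.93 ± 0.13), and the cytochrome Cyp2s1 (-4.91 ± 0.14). Limma's Benjamini-Hochberg adjusted p for these 10 genes was at most 3.8e-06 (Cma1). Limma called 7158 of 13843 genes, 3811 higher and 3347 lower in Usp22-KOA, of which 617 and 1022 differed by at least 2-fold.

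Mesenchymal genes were lower in Usp22-KOA than in Usp22-KOB in 22 of 31 cases and higher in 4 (4 higher and 23 lower adjusted over the list alone), with camera adjusted p = 1.6e-06 and adjusted p = 0.583 with an estimated correlation. Cdh2 differed by -2.40 ± 0.11 and Postn by -4.64 ± 0.22. Markers of other cell types moved with them. Of 17 fibroblast markers 14 were lower and 1 was higher (1 higher and 14 lower adjusted over the list alone), with camera adjusted p = 1.3e-05 and adjusted p = 0.583 with an estimated correlation. Endothelial markers were lower in 14 of 15 cases (1 higher and 14 lower adjusted over the list alone), with camera adjusted p = 1.5e-05 and adjusted p = 0.583 with an estimated correlation. Of 20 macrophage markers 15 were lower and 1 was higher (1 higher and 15 lower adjusted over the list alone), with camera adjusted p = 3.6e-04 and adjusted p = 0.671 with an estimated correlation. Lyz2 and Csf1r, both of macrophages, differed by -2.12 ± 0.37 and -2.09 ± 0.34, and Fscn1, an actin-bundling protein of the dendritic cell list, by -3.94 ± 0.16. Cholesterol synthesis genes were lower in 18 of 24 cases and higher in 2 (2 higher and 19 lower adjusted over the list alone), with camera adjusted p = 4.9e-06 and adjusted p = 0.583 with an estimated correlation. Insig1 differed by -2.08 ± 0.09 and Sqle by -1.52 ± 0.09. MHC class I genes were higher in 17 of 20 cases (18 higher adjusted over the list alone), with camera adjusted p = 8.3e-05 and adjusted p = 0.583 with an estimated correlation. Calr differed by 0.54 ± 0.04 and Tapbp, which loads peptides, by 0.49 ± 0.06. As lists, T cell and NK markers did not pass between the knockouts, with camera adjusted p = 0.573 and 0.315, and adjusted p = 0.873 and 0.873 with an estimated correlation. Single calls were made for 2 of 8 NK markers (2 higher adjusted over the list alone). Cldn3, a tight junction gene of the epithelial list, was higher in Usp22-KOA (3.72 ± 0.12).

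Both knockouts were then compared for calls in common. Against WT, 1509 genes were higher and 1576 lower in both, 3085 in all, and 499 were called in opposite directions. Independent lists of these sizes would share 759.8 and 684 genes, and 100 simulated pairs of unchanged groups, each with its own 3 simulated WT samples, shared 0. Across genes, which are not independent replicates, the fold changes correlated at r = 0.55, against a mean of 0.50 and a range of 0.44 to 0.56 from the simulated groups, so it lay within what shared controls give with no effect. The same sign was shared by 68.1% of genes, against 66.6% (range 65.7% to 67.6%). The covariance was 0.344 against 0.0227, a difference of 0.321. Of the shared genes, 1553 also differed between the knockouts by limma, and 1325 of these had the larger change in Usp22-KOA. Because the 3 WT libraries cannot be parted into 2 sets of at least 2, part of the excess may come from the shared controls. With the pan-leukocyte or the T and NK marker level as a covariate, the shared number was 1676 or 1319.

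Across all lists, camera with its preset correlation called 21 of 45 for both knockouts against WT, 9 up and 12 down. Of the lists not yet described, immediate early and dissociation stress genes, which handling of a sample can also induce, rose in 9 of 21 cases and fell in 1 (9 higher and 1 lower adjusted over the list alone), with camera adjusted p = 0.0401 and adjusted p = 0.689 with an estimated correlation. In Usp22-KOB 10 of them rose (11 higher adjusted over the list alone, median log2 difference 0.48), with camera adjusted p = 2.2e-04 and adjusted p = 0.536 with an estimated correlation. In Usp22-KOA the list did not pass (median 0.0030, 8 higher and 3 lower, 7 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.493 and adjusted p = 0.834 with an estimated correlation). Basal and squamous genes fell in 6 of 11 cases and rose in 2 (2 higher and 6 lower adjusted over the list alone), with camera adjusted p = 0.0470 and adjusted p = 0.599 with an estimated correlation. Skin keratinocyte markers fell in 4 of 5 cases (5 lower adjusted over the list alone), with camera adjusted p = 0.0186 and adjusted p = 0.389 with an estimated correlation. The transcription factor genes Klf4 and Fosb, of the first of these, rose by 1.15 ± 0.05 and 0.71 ± 0.10, and the skin genes Dmkn and Krt10, of the last, changed by -2.32 ± 0.28 and -0.81 ± 0.12. The basal list passed in Usp22-KOA (median -0.98, camera adjusted p = 0.0327) but not in Usp22-KOB (-0.16, 0.477). The Usp22-KOA call ended when any 1 of 7 samples was left out (camera adjusted p up to 0.132). It also ended with no filter on low values (median 0, 0.371) and with median-of-ratios scaling (0.0514). For both knockouts against WT, leaving out 1 sample ended the call of immediate early genes for WT 1, WT 2, Usp22-KOA 1, Usp22-KOB 1 or Usp22-KOB 2 (camera adjusted p up to 0.0922). The call of basal genes ended without any 1 sample but Usp22-KOA 1 or Usp22-KOA 2 (up to 0.177), and that of skin markers without WT 1, WT 2, WT 3, Usp22-KOB 1, Usp22-KOB 2 or Usp22-KOB 3 (up to 0.225). With no filter on low values the basal and skin lists did not pass (camera adjusted p = 0.259 and 0.277), and with quantile normalization the basal and immediate early lists did not (0.0816 and 0.125). With an estimated correlation camera called 0 lists (lowest adjusted p = 0.389, 4 at an unadjusted p under 0.05). The test fry, which asks only whether a list's own genes move in 1 direction on balance, called 29. For Usp22-KOA, Usp22-KOB and the difference between them the lowest adjusted p with an estimated correlation was 0.497, 0.366 and 0.583.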

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

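The tests that used marker levels as a covariate or left out 2 samples together were chosen only after the result had been seen. The splits of the samples were fixed beforehand. The difference between the knockouts drew attention, since both carry the same label of a lost Usp22: 7158 of 13843 genes differed between Usp22-KOA and Usp22-KOB by limma, and camera called 21 gene lists. Adjusted p with an estimated correlation was 0.583 to 0.738, so 0 lists passed by that form of camera, 2 at an unadjusted p under 0.05, against 28 by fry.

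The largest median log2 differences (Usp22-KOA minus Usp22-KOB) were of dendritic cell markers, -1.60 (camera adjusted p = 0.00726), fibroblast and pericyte markers, -1.58 (1.3e-05), macrophage and monocyte markers, -1.43 (3.6e-04), and endothelial markers, -1.42 (1.5e-05). Extracellular matrix genes differed by -1.23 (4.9e-06), mesenchymal genes by -1.21 (1.6e-06) and cholesterol synthesis genes by -0.82 (4.9e-06), and the medians of these 3 lists had opposite signs against WT. Acinar genes were higher in Usp22-KOA by 1.40 (0.0148), including Prss2, a trypsinogen at 47.4 ± 7.39 TPM in Usp22-KOA, 1.16 ± 0.424 in Usp22-KOB and 1.28 ± 0.288 in WT. MHC class I genes were higher by 0.56 (8.3e-05) and interferon-stimulated genes by 0.35 (0.00530). Signalling lists were lower in Usp22-KOA: Wnt response by -0.92 (1.1e-04), TGF-beta response by -0.58 (0.0269), YAP-TEAD targets by -0.50 (4.1e-04) and RAS-MAPK output by -0.40 (0.0109). So were G2/M genes, -0.40 (8.0e-04), hypoxia genes, -0.28 (0.00105), MYC targets, -0.20 (0.00105), and ribosomal protein genes, -0.17 (5.5e-05). The acinar median was 2.23 without WT 1 or WT 2, and with no filter on low values it was 0 and the list did not pass (adjusted p = 0.126). The dendritic and Wnt medians were then -0.65 and -0.48. Without Usp22-KOA 3 and Usp22-KOB 3 together, the interferon list did not pass (adjusted p = 0.0591), and the G2/M, hypoxia and MYC medians were -0.23, -0.18 and -0.095.

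The calls of the other 3 lists were lost with single samples. Basal and squamous genes differed by -0.70 (camera adjusted p = 0.0218), and the call ended without WT 1, WT 2, WT 3, Usp22-KOA 3, Usp22-KOB 1, Usp22-KOB 2 or Usp22-KOB 3 (adjusted p 0.0107 to 0.0882 over all samples left out in turn). With no filter on low values the basal median was 0.0073 (adjusted p = 0.554). Immediate early genes differed by -0.34 (adjusted p = 0.0337), and the call ended without Usp22-KOA 3, Usp22-KOB 1 or Usp22-KOB 2 (0.00252 to 0.0821). Glycolysis genes differed by -0.19 (adjusted p = 0.0440), and the call ended without Usp22-KOA 2, Usp22-KOA 3, Usp22-KOB 1 or Usp22-KOB 2 (0.0213 to 0.0669).

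Other splits of the samples were tested for the counts of changed genes. For both knockouts against WT, 1 of 100 splits of the 9 samples, the real one, gave as many as 6920 genes. The highest of the others gave 2557, so a chance assignment of samples to groups can be excluded. The same holds for genes changed alike in both knockouts, 3085 against at most 1277. These splits do not test whether the groups differ for reasons other than Usp22, or how many genes such differences would share. Chance cannot be excluded for the number of called lists, since 16 of 100 splits gave 21 or more and the highest gave 28. For comparisons of 3 against 3 the 10 splits are too few for a share under 0.05. The real and the highest other values were 7793 and 1 for Usp22-KOA against WT, 5129 and 4 for Usp22-KOB, and 7158 and 2 between the knockouts.

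Interferon-stimulated and MHC class I genes rose in both knockouts while T cell and NK markers rose too. Pan-leukocyte markers rose as a list in Usp22-KOB (10 of 15) but not in Usp22-KOA (3 of 15). The difference of this list between the knockouts did not pass by camera. RNA of more white blood cells in the knockout samples is a candidate explanation for the interferon and MHC class I rise. With the pan-leukocyte marker level as a covariate the median log2 difference of the interferon list went from 1.15 (SD over genes 0.95) to 1.10 (SD 0.99), with 35 of 40 calls kept, and to 0.97 with T and NK markers, with 27 kept. The MHC class I median went from 2.14 to 2.20 and 2.09, with 18 of 18 calls kept each time. In Usp22-KOB alone it went from 1.86 to 1.89 and 1.83, with 17 and 16 of 20 calls kept. MHC class II genes, abundant in white blood cells, went from 1.91 to 1.16 and 0.66 in both knockouts. Of their 7 calls, 7 and then 0 were kept by limma. In Usp22-KOB the interferon median moved more, from 1.04 to 0.80 and 0.76 with 26 and 23 of 39 calls kept, so added white blood cell RNA stays open for part of that rise, while these values argue against it as the whole source of the rise in MHC class I and interferon-stimulated genes. A response of the tumor cells to interferon made by such cells and a direct effect of losing Usp22, the difference the design names, both stay open and untested.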

How the results depend on the processing

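The choices listed as alternatives were made before the data were examined, except the marker covariates, the loss of 2 samples together and the rescaling without Mir6236, which were chosen after seeing the data. Over all of them, 3441 results for the 146 named gene differences kept their direction and their side of the threshold, 51 kept only the direction and 7 reversed. For the 83 list differences the numbers were 1837, 222 and 10, and 83 of the losses came with an estimated correlation. No scaling moved the median of all genes by over 0.1 on the log2 scale. With an estimated correlation 0 lists passed for both knockouts in place of 21, because that test allows for genes of a list that vary together (4 at an unadjusted p under 0.05, 29 by fry). With the 6 knockout samples as 1 group, 2946 genes changed (1437 higher, 1509 lower) in place of 6920, since differences between the knockouts then count as spread.

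Marker levels as a covariate moved several counts. With T and NK markers 3425 genes changed in both knockouts (1966 higher, 1459 lower, against 3587 and 3333), 1847 in Usp22-KOB and 1319 in the same direction in both. With pan-leukocyte markers the last pair was 2168 and 1676. The covariate follows the groups and so takes up part of their difference; otherwise the cause was not tested. With T and NK markers the log2 difference of both knockouts reversed for Ctss (-0.12), Itgb2 (-0.34) and the medians of immediate early genes (-0.21), and of macrophage (-0.76), pan-leukocyte (-0.74) and T cell markers (-0.058). T cell markers also reversed in Usp22-KOA (-0.087) and Usp22-KOB (-0.071), as did pan-leukocyte markers in Usp22-KOB (-0.095). With pan-leukocyte markers macrophage (-0.10) and pan-leukocyte markers (-0.11) reversed in both knockouts, and in Usp22-KOB the pan-leukocyte list reversed by camera though its median was 0.017. Xist reversed to 0.13 with T and NK markers. Markers that make up the covariate are forced toward 0 by it. Ly6e, which was not called, reversed to -0.13 and -0.062 with the 2 covariates and to -0.067 with quantile normalization, and lay between -0.0040 and 0.083 with samples left out in turn.

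Leaving out each sample in turn gave 5555 to 7401 changed genes for both knockouts, 6946 to 8224 for Usp22-KOA, 3725 to 5615 for Usp22-KOB, 5912 to 7393 between the knockouts, 2376 to 3309 shared calls, 18 to 22 called lists and a Usp22 difference of -2.23 to -2.15. Without Usp22-KOA 3 and Usp22-KOB 3, the knockout samples with the lowest leukocyte markers, the counts were 7749, 8089, 5970, 6900, 3644 and 22 in the same order. With the replicate number as a block they were 6702, 7588, 4835, 6922, 2928 and 20, and the Usp22 difference was -2.20. By their labels the samples share only a number. Of the pairs with the same number, 2 of 9 had a correlation of deviations over 0.1, and 5 of 9 samples correlated best with their own number. Those 2 pairs were Usp22-KOA 3 with Usp22-KOB 3 (r = 0.28) and Usp22-KOA 1 with Usp22-KOB 1 (r = 0.19). Whether such knockout samples share more than a number is not known. Read depth is unknown, so its limit on low genes cannot be stated.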

Other observations

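The tests of gene windows along chromosomes and of counts with chromosome medians subtracted were chosen only after the result had been seen, and the list of mast cell genes was written after the values of 15 of its members had been seen. The genes in this part were chosen after their values were seen. Relatives of Ly6c1 on chromosome 15 differed from gene to gene, and no test of the family was made. Ly6a, a surface antigen of progenitor cells, stood at 161 ± 1.64 TPM in WT, 1745 ± 72.0 in Usp22-KOA and 588 ± 9.78 in Usp22-KOB (limma log2 difference of both knockouts 2.65 ± 0.04, Benjamini-Hochberg adjusted p = 1.5e-09). Ly6f stood at 2.65 ± 0.868, 30.5 ± 6.94 and 9.12 ± 1.88 TPM, and Slurp1, a secreted relative, at 1.66 ± 0.828, 86.3 ± 9.07 and 23.8 ± 1.46 TPM. Ly6g, known from neutrophils, ranged over 19.3 to 23.7 TPM in Usp22-KOA, 0.608 to 0.973 in WT and 0 to 0.560 in Usp22-KOB. Ly6e stood at 694 ± 44.9, 740.3 ± 19.6 and 677 ± 35.0 TPM and did not pass (limma adjusted p = 0.638). Members of this family resemble each other, so reads can be shared among them.

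Xist, the noncoding RNA that coats a silenced X chromosome, stood at 210.4 ± 24.5 TPM in WT, 117 ± 38.4 in Usp22-KOA and 139.6 ± 34.4 in Usp22-KOB. The log2 difference of both knockouts was -0.75 ± 0.20 (limma, Benjamini-Hochberg adjusted p = 0.0144). The call ended without WT 1 (-0.67, adjusted p = 0.0616) and with either marker covariate, and the difference turned to 0.13 with that of T and NK markers.

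Mast cell genes beyond the proteases were higher in Usp22-KOA than in WT, and RNA of mast cells in the Usp22-KOA samples is a candidate explanation. Among 15 genes whose values had been seen, 12 were higher in Usp22-KOA, including the IgE receptor chain Fcer1a (from 0.409 to 45.4 TPM) and the receptor Kit (0.667 to 10.3 TPM), and 2 were lower, Mcpt1 and Mcpt2, with 120.4 ± 15.3 and 333 ± 36.5 TPM in WT. Of 12 genes whose values had not been seen, 11 were tested and 6 were higher (Slc18a2, Tph1, Cyp11a1, Mrgprb1, Cd200r3 and Ndst2), while Rab27b was lower and Enpp3, Maob, Mitf and Alox5 did not pass. The bounds set beforehand were at least 75% higher for mast cell RNA and at most 50% against it. The count fell between them, so by it mast cell RNA and expression by the tumor cells cannot be told apart. Some of these genes, such as Rab27b and Enpp3, stood above 10 TPM in WT where Kit was below 1. The tested genes not seen before that stood below 1 TPM in WT were all higher in Usp22-KOA. Those not higher stood above 1 TPM in WT, as did Ndst2. Within Usp22-KOA, each higher gene of both sets was highest in sample 1 and lowest in sample 3, as were pan-leukocyte markers. These values go with mast cell RNA but do not exclude expression by the tumor cells. How tumor cells were separated, which would bear on this, is not given in the sources used here. In Usp22-KOB 7 of the 15 genes seen before were higher than in WT and 1 was lower. Of the 11 genes not seen before, 3 were higher there and 1 was lower.

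Genes of some chromosomes were shifted together. The shifts were read over 10638 genes with a mean of at least 5 TPM. Of 40 pairs of chromosome and knockout, 26 had a median shift from WT past an adjusted p of 0.05 by permutation. In each of the 26 all 3 samples lay outside the WT range, which spans 0 because shifts are from the same WT samples. The permutation p does not measure replication between samples, since 3 against 3 samples allow only 10 splits. In Usp22-KOB chromosome 11 passed at a shift of 0.043. Only 9 of the 26 were shifted by at least 0.2. In Usp22-KOA chromosomes 1, 7, 19 and 15 shifted by -0.39, -0.37, -0.35 and -0.31. Chromosomes 3 and 18 shifted there by -0.24 each, and chromosomes 16 and X by 0.35 and 0.28. In Usp22-KOB chromosome 3 shifted by -0.34 (adjusted p = 0.0002, the smallest that 10000 permutations can give here). Chromosomes 7 and 16 also moved the same way in Usp22-KOB, by -0.15 and 0.13, while 1, 15, 19 and X did not pass there. Chromosome 5 passed in opposite directions, at 0.096 in Usp22-KOA and -0.089 in Usp22-KOB. A shift shared by both knockouts can also come from the WT samples. Of the 26 pairs, 26 still passed after the trend with GC content and transcript length was subtracted. With the pan-leukocyte covariate 24 passed (all but chromosome 6 in Usp22-KOA and 18 in Usp22-KOB). These values argue against GC content or transcript length bias and leukocyte RNA as the cause of the shifts that remained. Windows of 40 genes were read only for the 3 largest shifts of each knockout: 100% had the sign of the chromosome for 1, 7 and 19 in Usp22-KOA and 3 in Usp22-KOB, which argues against a few blocks of genes there. In Usp22-KOB a few blocks stay open for chromosome 7, with 13 of 19 windows (68.4%). They also stay open for chromosome 13, where 9 of 9 windows had its sign but the lowest lay at 0.00065. With chromosome medians subtracted limma called 7524 genes in Usp22-KOA in place of 7793, so the number does not rest on the shifts, but 6156 of the 7793 calls stayed and 18 turned in direction. Gains or losses of chromosomes in the cells that gave rise to each group, WT included, may account for the shifts. This is a hypothesis, and DNA was not analysed here.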
